A study of Caenorhabditis elegans with 32 samples. Its data were reported in "SET-9 and SET-26 are H3K4me3 readers and play critical roles in germline development and longevity" (2018).

How the data were processed

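Transcript levels were measured by RNA-seq in 12 libraries of whole C. elegans worms from 6 groups of 2 replicates: wild type, F1 set-9 set-26, and the germlineless groups glp-1, glp-1; set-26 (here germlineless set-26 mutants), glp-1; daf-16 (germlineless daf-16 mutants) and glp-1; set-26; daf-16 (the triple mutant). 20 ChIP-seq samples of the same series were not analysed here. Per the study's methods, worms were collected at the L4 stage, rRNA was depleted from total RNA, and the F1 double mutants were homozygous progeny of balanced heterozygous mothers. The submitters' processing notes name cutadapt, Bowtie2, TopHat2, edgeR, SAMtools and deepTools, without versions. Per the study's methods, Cufflinks gave the raw counts, whereas the summary lines in the table of worms with a germline carry the names that htseq-count writes, so the tool that made the counts is not settled.

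The values used are raw read counts per gene, which the authors deposited as 2 tables of 47088 gene identifiers, with 4 libraries of worms with a germline in one and 8 germlineless libraries in the other. Every column held whole numbers, which were used as raw counts. An Ensembl annotation of the WBcel235 build matched 43720 identifiers to a symbol and position, and the rest kept their identifier. Total reads on genes ranged from 5653223 to 28209438 per library, so that a single read equals 0.177 CPM in the shallowest library and 0.0354 CPM in the deepest. Counting error alone is only part of the spread between replicates, whose chi-square per degree of freedom was 2.39 in wild type, 5.04 in F1 set-9 set-26, 27.8 in glp-1, 11.0 in germlineless set-26 mutants, 8.99 in germlineless daf-16 mutants and 47.2 in the triple mutant. The table of worms with a germline also holds summary lines, which were left out of every test. Reads without a unique alignment there came to 17.4% and 17.6% of the gene reads in wild type and 22.4% and 21.8% in F1 set-9 set-26, reads outside genes to 4.10% to 4.40%, and ambiguous reads to 0.379% to 0.417%. The strandedness of the libraries is not stated, so reads of overlapping genes and of near-identical copies are assigned with uncertainty.

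The tables may be separate experiments, so each was fitted on its own. Genes with 20 or more reads in at least 1 library of a table were tested, 12865 in the former and 13940 in the latter, with TMM factors, glmQLFit and glmQLFTest of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), a Benjamini-Hochberg false discovery rate of 0.05 and 1 shared estimate of spread over the 8 germlineless libraries. Common dispersions were 0.00611 and 0.0303. The comparisons were F1 set-9 set-26 with wild type, germlineless set-26 mutants with glp-1, germlineless daf-16 mutants with glp-1, the triple mutant with germlineless set-26 mutants and with germlineless daf-16 mutants, and the interaction of both losses. SE of a log2 fold change is its size divided by the square root of the quasi-likelihood F. TMM-scaled CPM are given for genes, and CPM scaled to total reads on genes for summed lists and for levels across both tables. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

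28 gene lists were fixed before the data were examined, as were the tests, the alternatives (except those named below) and the rule for genes named in the text. The lists are major sperm proteins, other spermatogenesis genes, oogenesis genes, germline proliferation and meiosis genes, germ granule and small RNA genes, cuticle collagens, molting genes, hedgehog-related genes, adult-onset genes (vit-1 to vit-6, col-7 and col-19), genes induced and genes repressed through DAF-16, germline-loss longevity factors, heat shock genes, detoxification genes, innate immunity genes, lipid metabolism genes, insulin-like peptides, neuropeptides, histone genes, ribosomal protein genes, the 12 protein-coding genes of the mitochondrial genome, H3K4 and H3K9 methylation genes, and markers of body wall muscle, pharynx, neurons, intestine, epidermis and somatic gonad. A few genes stand in more than 1 list, and members without a match in the tables were left out. Each list was tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation, and with fry, with Benjamini-Hochberg correction over the lists of a comparison. The naming rule took set-9, set-26, daf-16 and glp-1 throughout; per comparison the 8 largest positive and 8 largest negative log2 fold changes (5 and 5 for the interaction) among genes past the threshold with a mean of at least 5 CPM, no overlap between the groups and a symbol made of letters and a number; from every list up to 4 members past the threshold, or 2 where none passed; and up to 8 reverted genes per direction.

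Alternatives were DESeq2 1.42.0, size factors of the RLE type, no filter, 20 reads in 2 libraries, the edgeR exact test (a likelihood ratio test for the interaction), the replicate number as a block, a fit of only the 2 groups compared, and leaving out each library. Total-count scaling, a block with the triple mutant's numbers crossed, and the mean pharynx marker level as a covariate were added after the data were seen. With 2 libraries per group, other splits of the samples cannot reach a share under 0.05 and were not counted. The pipeline was tested on simulated data with 50 changed genes per fold. Of these, 58%, 64%, 96% and 100.0% were recovered at folds of 1.5, 2, 4 and 8 among 12865 genes in the design of F1 set-9 set-26 and wild type, with 7 false among 166 calls. In the design of germlineless set-26 mutants and glp-1, 2%, 28%, 82% and 96% were recovered among 13940 genes, with 10 false among 114 calls, and in that of the triple mutant and germlineless set-26 mutants, 4%, 34%, 82% and 96%, with 8 false among 116.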

Results

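RNA was sequenced from 12 libraries of whole Caenorhabditis elegans worms in 6 groups of 2 replicates. A germline is present in wild type and in F1 set-9 set-26, which carries mutations in both paralogs. The other groups carry a glp-1 mutation that leaves worms without a germline. They are glp-1 alone, glp-1; set-26 (here germlineless set-26 mutants), glp-1; daf-16 (germlineless daf-16 mutants) and glp-1; set-26; daf-16 (the triple mutant). SET-9 and SET-26 are paralogous proteins with PHD and SET domains, and DAF-16 is the FOXO transcription factor of insulin signaling. Reads on genes per library were 5742665 and 5653223 in wild type, 9123020 and 9919550 in F1 set-9 set-26, 20260692 and 28209438 in glp-1, 18407499 and 18966996 in germlineless set-26 mutants, 16395225 and 16100757 in germlineless daf-16 mutants, and 16143542 and 14342301 in the triple mutant. Across genes, which are not independent replicates, log2 levels of replicates correlated at r = 0.979 in wild type, 0.988 in F1 set-9 set-26, 0.986 in glp-1, 0.990 in germlineless set-26 mutants, 0.990 in germlineless daf-16 mutants and 0.964 in the triple mutant. Each replicate's separate origin is not stated, so p-values measure the spread between these samples. Unless stated otherwise, log2 fold changes are given with their SE, adjusted p-values come from edgeR quasi-likelihood tests with Benjamini-Hochberg correction, gene levels are TMM-scaled CPM (counts scaled to library size) with their SD, and n = 2 libraries per group.

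Summed germline transcripts were higher in worms with a germline than without. Scaled to total reads on genes, the 5 germline lists together held 6261 ± 12.7 CPM in wild type and 30686 ± 387 in F1 set-9 set-26 (SD, n = 2), against 3055 ± 18.2 in glp-1, 3155 ± 51.7 in germlineless set-26 mutants, 2924 ± 83.0 in germlineless daf-16 mutants and 3171 ± 628 in the triple mutant. Oogenesis genes alone held 1809.6 ± 8.92 in wild type, 13978 ± 370.1 in F1 set-9 set-26 and 788 ± 88.5 in glp-1. The other sperm genes did not separate wild type from every germlineless group, at 480.3 ± 26.3 in wild type, 2255 ± 20.7 in F1 set-9 set-26, 243 ± 39.2 in glp-1, 461 ± 1.82 in germlineless set-26 mutants, 219.9 ± 15.9 in germlineless daf-16 mutants and 513 ± 292 in the triple mutant. All 35 oogenesis genes exceeded 1 CPM in wild type and in F1 set-9 set-26, and 10 did so in glp-1. Markers of the pharynx, the feeding organ, held 29.4 and 82.8 CPM in the replicates of wild type, 1270.0 and 1074 in F1 set-9 set-26, 1633 and 916 in glp-1, 1974 and 1935 in germlineless set-26 mutants, 1801 and 1752 in germlineless daf-16 mutants, and 364 and 2017 in the triple mutant. Intestine markers held 17408 and 11178 CPM in the triple mutant, so its replicate 1 stood apart from its replicate 2 at both tissues.

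**Figure D1:**
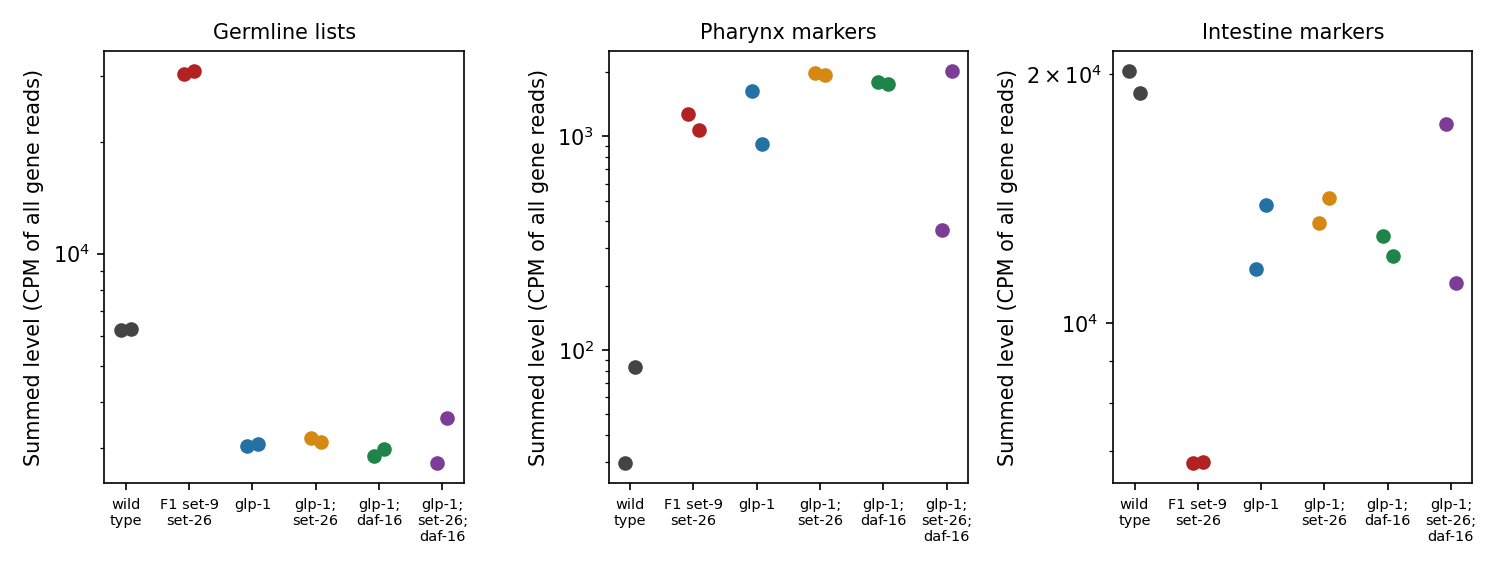
Summed CPM, scaled to total reads on genes, of the germline, pharynx and intestine lists in each library, with points for replicates. Pharynx markers stand at 29.4 and 82.8 in wild type, and at 364 in replicate 1 of the triple mutant against 2017 in its replicate 2.

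The comparison of F1 set-9 set-26 with wild type asks what joint loss of both paralogs does in worms with a germline. Most genes of the oogenesis, sperm and pharynx lists were higher in the double mutants, and most genes of the intestine, lipid and molting lists were lower. Among the targeted genes (build WBcel235), set-9 (WBGene00017482, chromosome IV, 4307896 to 4317140) rose by 0.62 ± 0.09 on the log2 scale, from 74.8 ± 0.0368 to 115 ± 5.12 CPM (adjusted p = 1.18e-05). set-26 (WBGene00013106, chromosome IV, 16646791 to 16655883) stood at 105 ± 5.69 CPM against 118 ± 1.07 CPM in wild type, a log2 difference of -0.16 ± 0.09 (adjusted p = 0.101) that turned to 0.32 with total-count scaling (adjusted p = 0.00348). daf-16 (WBGene00000912, chromosome I, 10750498 to 10776703) stood at 284 ± 4.65 CPM against 455 ± 2.74 CPM (log2 -0.68 ± 0.07, adjusted p = 1.19e-07). glp-1 (WBGene00001609, chromosome III, 9092241 to 9099698), the receptor that keeps germ cells proliferating, rose from 40.3 ± 3.96 to 139 ± 12.5 CPM (log2 1.79 ± 0.11, adjusted p = 1.72e-10).

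Of 12865 genes tested by the edgeR quasi-likelihood test, 4811 were higher and 4660 lower in F1 set-9 set-26 at a Benjamini-Hochberg rate of 0.05, 73.6% of the total, and 3171 and 2739 of them differed at least 2-fold. Total-count scaling moved the median of all genes by 0.48 on the log2 scale and the split to 6582 higher and 2962 lower, so directions below are relative to the TMM reference. Among genes that the naming rule admits (a symbol of letters and a number, a mean of at least 5 CPM), the largest positive differences lay in genes nearly silent in wild type. pqn-54 (chromosome V, 1464990 to 1466360) stood at 206 ± 84.2 CPM against 0.520 ± 0.443 CPM (log2 8.58 ± 0.42). abu-1 (chromosome V, 10380340 to 10381826) had 1887 reads against 1 over both wild type libraries, pqn-2 1459 against 1, idpc-5 1037 against 1, abu-10 1767 against 2, abu-15 2666 against 3 and pqn-63 2264 against 3, while idpp-5 had 272 against 0. The largest negative differences under this rule were in bus-1 (chromosome V, 9022317 to 9024813, log2 -6.46 ± 0.20), mltn-5 (-4.77 ± 0.38), dlhd-1 (-4.76 ± 0.40), irg-5 (-4.73 ± 0.21), a gene induced by pathogens, oac-29 (-4.72 ± 0.48), dod-24 (-4.63 ± 0.10, 15.5 ± 1.68 CPM against 385 ± 18.5 CPM), txt-4 (-4.61 ± 0.26) and pho-11 (-4.58 ± 0.10, 47.9 ± 7.58 CPM against 1145 ± 46.3 CPM), an intestinal acid phosphatase. All 126 genes taken by the naming rule and past the threshold in this comparison stayed past it without each of the 4 libraries.

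All 5 germline lists rose as groups in F1 set-9 set-26, with amount and stage of germ tissue untested. All 35 oogenesis genes were higher, including the eggshell proteoglycan cpg-1 (log2 3.20 ± 0.07) and the RNA-binding regulators pos-1 (3.15 ± 0.08) and puf-5 (3.31 ± 0.09). The list's median was 2.81 (camera adjusted p = 3.08e-47, and adjusted p = 0.105 with an estimated correlation). Of 42 proliferation and meiosis genes 41 were higher, with gld-1 at 2.04 ± 0.07 and sygl-1 at 1.97 ± 0.11. Their median log2 change was 1.54 (adjusted p = 2.60e-11, and adjusted p = 0.105 with an estimated correlation). Of 31 germ granule and small RNA genes 30 were higher, with meg-1 at 4.03 ± 0.17 and the nuclear Argonaute hrde-1 at 2.0 ± 0.08. Their median was 1.55 (adjusted p = 2.70e-12, and adjusted p = 0.105 with an estimated correlation). Of 29 major sperm proteins 28 were higher, or 29 adjusted over the list alone, with msp-142 at 2.04 ± 0.11. The members had a median of 1.80 (adjusted p = 2.06e-10, and adjusted p = 0.125 with an estimated correlation). Of 58 other sperm genes 50 were higher, with nspd-1 at 2.02 ± 0.09. Together they had a median of 1.77 (adjusted p = 4.37e-09, and adjusted p = 0.105 with an estimated correlation). Reads of major sperm proteins, near-identical copies, are assigned with uncertainty. For every list here but major sperm proteins and innate immunity genes, counts adjusted over the list alone equalled those over all genes.

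Markers of somatic tissues moved apart in F1 set-9 set-26. All 13 pharynx markers rose, among them the pharyngeal myosin myo-2 (log2 4.12 ± 0.23, 275 ± 30.7 CPM against 15.8 ± 11.8 CPM), myo-5 (3.67 ± 0.18) and phat-7 (3.75 ± 0.22). The list's median was 4.10 (camera adjusted p = 3.82e-07, and adjusted p = 0.286 with an estimated correlation). All 11 intestine markers fell, among them the peptide transporter pept-1 (-2.32 ± 0.07), the microvillar actin act-5 (-2.23 ± 0.06) and asp-1 (-2.12 ± 0.06). Their median log2 change was -1.72 (adjusted p = 5.27e-11, and adjusted p = 0.105 with an estimated correlation). Of 18 body wall muscle markers 17 were lower and 1 higher, with myo-3 at -1.24 ± 0.06. Their median was -0.69 (adjusted p = 9.59e-05, and adjusted p = 0.367 with an estimated correlation). Of 19 neuron markers 15 were lower and 1 higher, or 8 lower and 2 higher with total-count scaling. The members had a median of -0.86 (adjusted p = 0.00931, and adjusted p = 0.287 with an estimated correlation). Epidermis markers (2 higher, 6 lower and 3 not past the threshold, adjusted p = 0.499) and somatic gonad markers (5 higher, 1 lower and 2 not past the threshold, adjusted p = 0.207) did not pass as groups, and the epidermis split became 2 and 2 with total-count scaling.

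Molting genes fell as a group, with 4 higher, 14 lower and 3 not past the threshold of 21, including mlt-11 (-2.96 ± 0.06) and the apical matrix protein noah-1 (-2.89 ± 0.06), and total-count scaling gave 7 higher and 13 lower. Together they had a median of -1.65 (camera adjusted p = 1.34e-09, and adjusted p = 0.137 with an estimated correlation). Cuticle collagens were 80 higher, 36 lower and 15 not past the threshold of 131, with dpy-7 at -2.91 ± 0.09 and col-149 at -2.81 ± 0.07. The list's median was 0.70 (adjusted p = 0.0232, and adjusted p = 0.367 with an estimated correlation). Lipid metabolism genes fell, with 13 higher, 47 lower and 7 not past the threshold, among them the fatty acid elongase elo-1 (-1.90 ± 0.07) and the fatty acid synthase fasn-1 (-1.54 ± 0.06). Their median log2 change was -1.09 (adjusted p = 3.61e-07, and adjusted p = 0.125 with an estimated correlation). Detoxification genes were 17 higher, 66 lower and 23 not past the threshold, with gst-27 at -2.46 ± 0.10. Their median was -0.89 (adjusted p = 0.00175, and adjusted p = 0.251 with an estimated correlation). Innate immunity genes were 39 higher, 65 lower and 24 not past the threshold, or 40 higher and 65 lower adjusted over the list alone and 45 and 52 with total-count scaling, with irg-7 at -3.38 ± 0.07 and clec-87 at 3.23 ± 0.10. The members had a median of -0.57 (adjusted p = 9.90e-05, and adjusted p = 0.327 with an estimated correlation). Factors needed for longevity after germline loss fell, with 2 higher, 13 lower and 2 not past the threshold, including the fatty acid desaturases fat-6 (-1.63 ± 0.12) and fat-7 (-1.65 ± 0.08) and the nuclear receptor nhr-80 (-2.30 ± 0.19). Together they had a median of -1.0 (adjusted p = 0.0145, and adjusted p = 0.266 with an estimated correlation).

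Of the remaining lists in this comparison, histone genes rose (23 higher, 9 lower and 4 not past the threshold, median log2 0.81, camera adjusted p = 3.49e-04, and adjusted p = 0.152 with an estimated correlation), as did H3K4 and H3K9 methylation genes (15 higher, 1 lower and 4 not past the threshold, median 0.59, adjusted p = 0.0262, and adjusted p = 0.327 with an estimated correlation), with set-25 at 1.27 ± 0.10 and met-2 at 0.98 ± 0.13. Protein-coding genes of the mitochondrial genome fell (0 higher, 11 lower and 1 not past the threshold, median -1.18, adjusted p = 1.37e-06, and adjusted p = 0.232 with an estimated correlation). Ribosomal protein genes fell by 0.53 in median (3 higher, 72 lower and 1 not past the threshold, adjusted p = 1.02e-06, and adjusted p = 0.327 with an estimated correlation), a split that became 10 higher and 21 lower with total-count scaling. Genes repressed through DAF-16 passed in the negative direction (4 higher, 4 lower and 2 not past the threshold, median -0.18, adjusted p = 0.0451, and adjusted p = 0.367 with an estimated correlation), and their median turned to 0.30 with total-count scaling. This call was lost without wild type replicate 2 (adjusted p = 0.133) and without F1 set-9 set-26 replicates 1 and 2 (0.761 and 0.441). Lists not past the set test were genes induced through DAF-16 (13 higher, 7 lower and 3 not past the threshold, adjusted p = 0.0830), insulin-like peptides (12 higher, 3 lower and 2 not past the threshold, adjusted p = 0.211), adult-onset genes (5 higher, 2 lower and 1 not past the threshold, adjusted p = 0.219), hedgehog-related genes (21 higher, 25 lower and 11 not past the threshold, turning to 29 higher and 18 lower with total-count scaling, adjusted p = 0.430), neuropeptides (25 higher, 30 lower and 24 not past the threshold, turning to 34 and 23, adjusted p = 0.430) and heat shock genes (8 higher, 8 lower and 1 not past the threshold, turning to 11 and 3, adjusted p = 0.482). Heat shock genes had a median of -0.28 and a mean of 0.26, which differ in sign. In this comparison 20 lists passed with the preset correlation and 0 with an estimated one, while 26 passed by fry, which tests whether members move on balance in a single direction.

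The comparison of germlineless set-26 mutants with glp-1 asks what loss of set-26 does in the soma. The yolk proteins and the collagens col-7 and col-19, which mark the start of adulthood, were nearly absent without set-26, with a summed level of 116 ± 41.7 CPM against 11640.0 ± 3582 in glp-1. vit-6, a yolk protein gene (chromosome IV, 8261157 to 8266459), stood at 7.63 ± 6.04 CPM against 4224 ± 1370.0 CPM (log2 -9.12 ± 0.72, adjusted p = 6.78e-04), and vit-5 (chromosome X, 3403471 to 3408603) at 0.580 ± 0.617 CPM against 991 ± 413 CPM (log2 -10.75 ± 0.79). All 8 adult-onset genes were lower, including vit-2 (-6.44 ± 0.46), vit-4 (-8.35 ± 0.64) and col-7 (-6.22 ± 0.46), with vit-3 at 2 reads against 10908. The list's median was -7.62 (camera adjusted p = 7.54e-34, and adjusted p = 0.171 with an estimated correlation, fry adjusted p = 0.00973). Reads on the targeted gene set-26 remained and rose by 0.38 ± 0.09 on the log2 scale from 84.5 ± 2.13 CPM in glp-1 (adjusted p = 0.0265). This call was lost without either glp-1 library, either germlineless set-26 library and either germlineless daf-16 library, at adjusted p up to 0.139. set-9 (log2 0.19 ± 0.11, adjusted p = 0.277), glp-1 (-0.06 ± 0.22, adjusted p = 0.883) and daf-16 (-0.01 ± 0.09, adjusted p = 0.943) were not past the threshold, and the daf-16 estimate turned to 0.15 with total-count scaling.

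**Figure D2:**
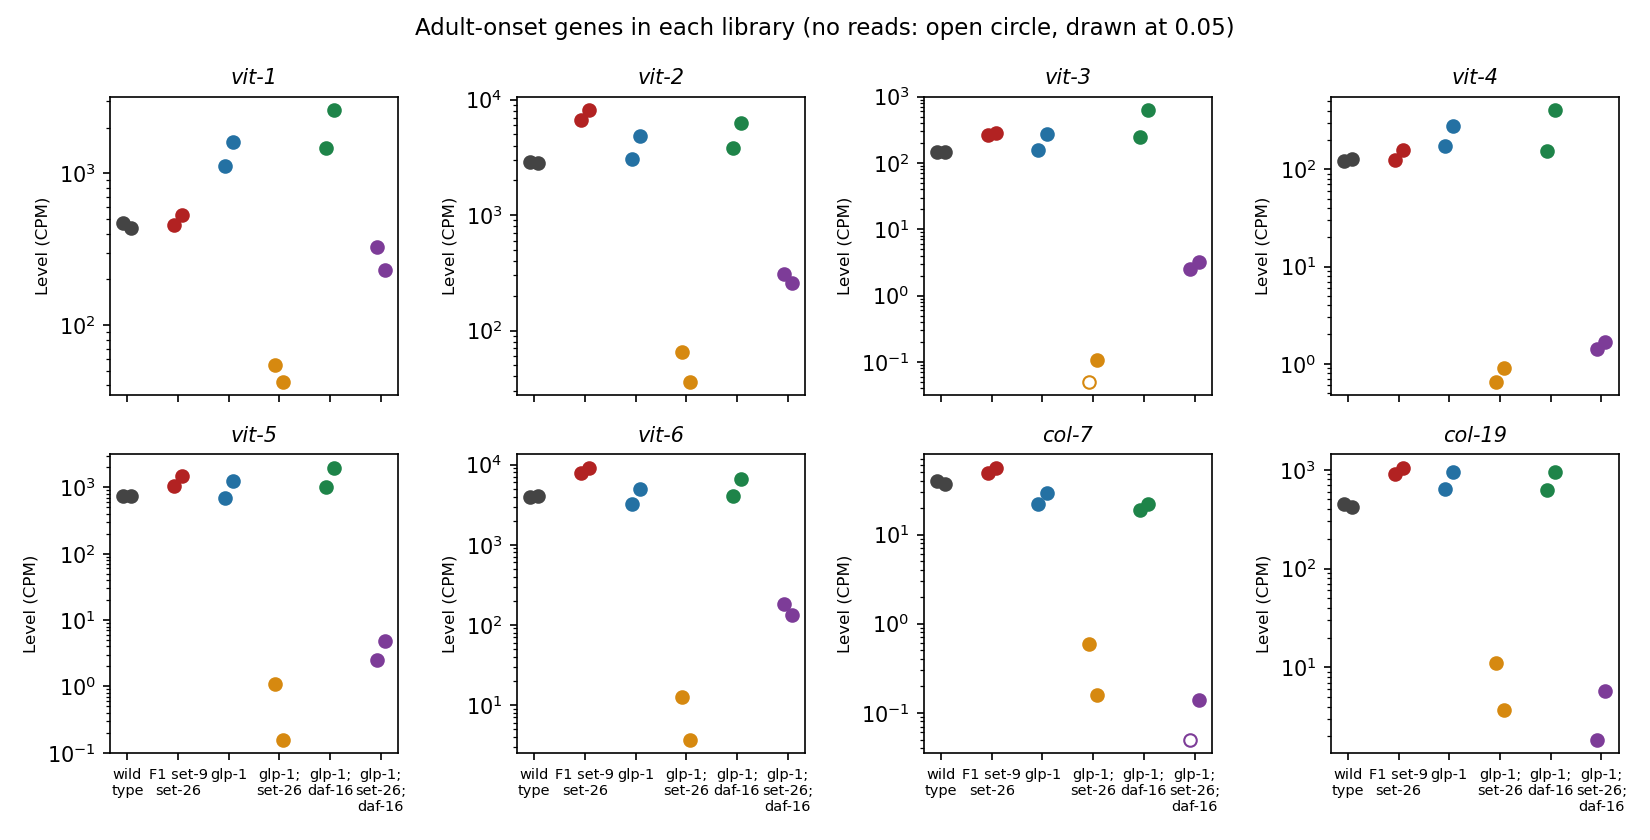
Levels of the 8 adult-onset genes (CPM scaled to total reads on genes, log axis, with open circles at 0.05 for libraries with no reads) in each library of the 6 groups. All 8 genes were lower in germlineless set-26 mutants than in glp-1, and all 8 were lower in the triple mutant than in germlineless daf-16 mutants.

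Of 13940 genes tested by the edgeR quasi-likelihood test, 913 were higher and 1626 lower in germlineless set-26 mutants at a Benjamini-Hochberg rate of 0.05, 18.2% of the total, with 432 and 741 differing at least 2-fold. Total-count scaling moved the median by 0.16 on the log2 scale and the split to 1724 higher and 1141 lower. The count was 988 without glp-1 replicate 1 and 1104 without its replicate 2, 1204 and 739 without germlineless set-26 replicates 1 and 2, 1664 and 1662 without germlineless daf-16 replicates 1 and 2, and 4315 and 4335 without replicates 1 and 2 of the triple mutant. Among genes that the naming rule admits (a mean of at least 5 CPM among its conditions), the largest rises were in the claudin-like clc-11 (chromosome V, 16138760 to 16139629, log2 5.41 ± 0.29, 20.9 ± 0.789 CPM against 0.483 ± 0.0457 CPM), the C-type lectin clec-17 (chromosome I, 12430028 to 12431500, 3.48 ± 0.26), dod-21 (3.37 ± 0.34), the P-glycoprotein pgp-8 (3.12 ± 0.23), the collagen col-54 (3.11 ± 0.52), dpy-1 (3.09 ± 0.42) and the heme-related hrg-2 (3.02 ± 0.30), and the collagen col-41 (3.8 ± 0.61) passed except without glp-1 replicate 1 or 2 (adjusted p up to 0.0602). The largest falls under this rule besides the yolk genes were in the collagen col-119 (chromosome IV, 8978926 to 8979795, log2 -10.03 ± 0.60, 0.374 ± 0.190 CPM against 394 ± 170.0 CPM) and in genes expressed in the uterine lumen, with ule-5 at -9.19 ± 0.53 and ule-3 at -7.67 ± 0.51, and ule-1 at 2 reads against 1060. Of the 91 genes taken by the naming rule and past the threshold here, 54 stayed past it without each of the 8 libraries.

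Cuticle collagens fell as a group without set-26, with 27 higher, 67 lower and 41 not past the threshold of 135, or 30 higher and 78 lower adjusted over the list alone. Their median log2 change was -1.16 (camera adjusted p = 3.91e-10, and adjusted p = 0.898 with an estimated correlation). They included col-143 (-7.34 ± 0.52), col-179 (-6.35 ± 0.35) and col-178 (-6.0 ± 0.34), and the number lower was 41 without glp-1 replicate 1. Molting genes fell, with 4 higher, 13 lower and 4 not past the threshold of 21, or 4 and 15 adjusted over the list alone. Among them noah-1 stood at -1.28 ± 0.12 and noah-2 at -1.27 ± 0.13. The list's median was -1.13 (adjusted p = 1.63e-05, and adjusted p = 0.898 with an estimated correlation). The epidermis marker che-14 stood at -1.65 ± 0.18. Hedgehog-related genes fell, with 9 higher, 27 lower and 26 not past the threshold of 62, or 12 and 35 adjusted over the list alone. The members had a median of -0.69 (adjusted p = 9.45e-04, and adjusted p = 0.898 with an estimated correlation). Among them wrt-2 (-2.20 ± 0.22) and ptr-4 (-1.07 ± 0.10) were lower and grd-13 (2.49 ± 0.15) and ptr-13 (1.73 ± 0.16) higher, and the number lower was 16 without glp-1 replicate 1 and 15 without germlineless set-26 replicate 2.

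Histone genes passed the set test upward (7 higher, 5 lower and 22 not past the threshold, or 11 higher and 5 lower adjusted over the list alone and 14 and 2 with total-count scaling, median log2 0.24, camera adjusted p = 0.0171, and adjusted p = 0.898 with an estimated correlation), with his-32 at 1.99 ± 0.26 and his-1 at 0.90 ± 0.12, and the number higher was 3 without germlineless set-26 replicate 2 and 13 without triple mutant replicate 1. Major sperm proteins (2 higher, 0 lower and 24 not past the threshold, 0 adjusted over the list alone, median 0.90, adjusted p = 5.37e-05), other sperm genes (1 higher, 1 lower and 38 not past the threshold, 0 and 1 adjusted over the list alone, median 0.86, adjusted p = 0.00651) and neuropeptides (2 higher, 1 lower and 84 not past the threshold, 0 adjusted over the list alone, median 0.33, adjusted p = 0.0169) also passed upward. Each of these 3 lists had an adjusted p of 0.898 with an estimated correlation, and 15 major sperm proteins and 18 other sperm genes were higher without triple mutant replicate 1. Of the 8 lists past the set test here, 0 held with an estimated correlation, and 6 lists passed by fry. The call of the other sperm genes was lost without glp-1 replicate 2 (adjusted p = 0.0510) and that of histone genes without glp-1 replicate 1 (adjusted p = 0.0753).

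Single members of the other lists changed in germlineless set-26 mutants without a call for the group. Detoxification genes were 22 higher, 32 lower and 86 not past the threshold, or 27 and 34 adjusted over the list alone, with gst-24 (2.07 ± 0.14) and cyp-14A5 (1.51 ± 0.14) higher and cyp-35A2 (-2.02 ± 0.13) and gst-10 (-1.74 ± 0.13) lower. Innate immunity genes were 12 higher, 24 lower and 118 not past the threshold, or 17 and 36 adjusted over the list alone, with clec-4 (2.24 ± 0.12, 124 ± 0.781 CPM against 26.2 ± 0.941 CPM) and clec-174 (2.36 ± 0.23) higher and the lysozyme ilys-5 (-2.68 ± 0.27) lower. Lipid metabolism genes were 4 higher, 20 lower and 46 not past the threshold, with the acyl-CoA genes acdh-2 (2.55 ± 0.19) and acs-2 (1.98 ± 0.24) higher and ech-4 (-0.71 ± 0.10) lower. Genes induced through DAF-16 were 3 higher, 3 lower and 21 not past the threshold, or 8 and 4 adjusted over the list alone, with the trehalose synthase tps-1 at 0.84 ± 0.10, and genes repressed through DAF-16 were 3 higher, 2 lower and 7 not past the threshold. Germline-loss longevity factors were 4 higher, 2 lower and 11 not past the threshold, with the steroid hormone enzyme daf-9 at 1.40 ± 0.19. Oogenesis genes were 3 higher, 3 lower and 13 not past the threshold, with the eggshell genes perm-2 (-3.70 ± 0.47) and perm-4 (-2.56 ± 0.34) lower and lin-41 (1.0 ± 0.13) higher, and germ granule genes were 0 higher, 4 lower and 18 not past the threshold, with wago-4 at -1.70 ± 0.17. Counts higher and lower were 3 and 1 for proliferation and meiosis genes, 3 and 0 for heat shock genes, 2 and 0 for H3K4 and H3K9 methylation genes, 0 and 3 for mitochondrial genome genes, 1 and 1 for ribosomal protein genes, 1 and 0 for pharynx, 1 and 0 for neuron, 2 and 2 for epidermis and 0 and 2 for somatic gonad markers. Insulin-like peptides, body wall muscle markers and intestine markers had 0 genes past the threshold. Counts of this paragraph moved by over 1.5 times with single libraries: detoxification genes were 10 higher and 10 lower without germlineless set-26 replicate 2 and innate immunity genes 34 and 51 without triple mutant replicate 1.

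The comparison of germlineless daf-16 mutants with glp-1 asks what loss of daf-16 does where set-26 is present. Of 13940 genes, 20 were higher and 43 lower by the edgeR quasi-likelihood test at a Benjamini-Hochberg rate of 0.05, and 15 and 37 of them differed at least 2-fold. daf-16 itself stood at 163 ± 9.71 CPM against 378 ± 25.9 CPM (log2 -1.21 ± 0.09, adjusted p = 0.00427). set-26 (0.22 ± 0.09, adjusted p = 0.485), set-9 (-0.06 ± 0.11, adjusted p = 0.908) and glp-1 (0.47 ± 0.22, adjusted p = 0.559) were not past the threshold. Among genes that the naming rule admits, which leaves out symbols not made of letters and a number, the largest rises were in the transporter haf-6 (chromosome I, 1162880 to 1175809, log2 2.82 ± 0.19, 39.1 ± 1.18 CPM against 5.50 ± 1.61 CPM), clec-206 (1.80 ± 0.21), pud-4 (1.74 ± 0.19), pud-3 (1.5 ± 0.18) and pud-1.2 (1.44 ± 0.12), the glycerol-3-phosphate dehydrogenase gpdh-1 (1.57 ± 0.14), and the arrestin-domain genes arrd-19 (1.24 ± 0.15) and arrd-18 (1.15 ± 0.11). The largest falls under this rule were in ent-6 (-2.89 ± 0.29, 1.31 ± 0.354 CPM against 9.76 ± 0.264 CPM), chca-1 (-2.04 ± 0.21), rips-1 (-2.04 ± 0.30), the ribonucleotide reductase subunit rnr-2 (-1.90 ± 0.16), ugt-62 (-1.77 ± 0.19), herd-1 (-1.62 ± 0.18), nhr-115 (-1.61 ± 0.22) and rnp-8 (-1.6 ± 0.20). Counts of changed genes were 8 and 11 without glp-1 replicates 1 and 2, 3 without either germlineless daf-16 library, 22 without either germlineless set-26 library, and 208 and 209 without replicates 1 and 2 of the triple mutant. Of 28 named genes past the threshold, 4 and 5 stayed past it without glp-1 replicates 1 and 2, 1 without either germlineless daf-16 library, 11 without either germlineless set-26 library and all 28 without either triple mutant library.

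Mitochondrial genome genes fell as a group in germlineless daf-16 mutants, with 0 of 12 past the threshold over all genes and 12 lower adjusted over the list alone. Together they had a median of -0.59 (camera adjusted p = 6.99e-12, and adjusted p = 0.523 with an estimated correlation). Genes induced through DAF-16 fell (median -0.18, adjusted p = 0.00375, 2 lower adjusted over the list alone against 0 over all genes), as did proliferation and meiosis genes (-0.17, adjusted p = 0.00746) and germ granule genes (-0.09, adjusted p = 0.00216), and genes repressed through DAF-16 rose (0.52, adjusted p = 0.00137). Each of these 4 lists had an adjusted p of 0.523 with an estimated correlation. Collagens (2 higher and 0 lower, or 14 and 1 adjusted over the list alone, median 0.14, adjusted p = 9.47e-07), ribosomal protein genes (0.17, adjusted p = 2.64e-06) and body wall muscle markers (0.18, adjusted p = 0.00206) passed upward and major sperm proteins (-0.44, adjusted p = 0.00581) downward, each with an adjusted p of 0.896 with an estimated correlation. In the germ granule list prg-1, the Argonaute that binds piRNAs, stood at -0.91 ± 0.10, and in the proliferation and meiosis list gld-3 stood at -3.59 ± 0.38. The collagens col-168 (0.97 ± 0.13) and col-167 (0.93 ± 0.13) lost their calls with total-count scaling, and cyp-33C8 stood at -2.1 ± 0.23. Of the 9 lists past the set test, 0 held with an estimated correlation, and 0 of 28 lists passed by fry (smallest adjusted p = 0.118). The summed level of genes induced through DAF-16 was 1699 ± 156 CPM in glp-1 and 1779.8 ± 72.5 in germlineless daf-16 mutants, so the sum does not follow the median. Without glp-1 replicate 1 the calls of major sperm proteins (adjusted p = 0.959) and genes repressed through DAF-16 (0.108) were lost, without glp-1 replicate 2 that of body wall muscle markers (0.0721), and without germlineless daf-16 replicate 2 those of major sperm proteins (0.251) and germ granule genes (0.0884).

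The comparison of the triple mutant with germlineless set-26 mutants asks what loss of daf-16 does in worms without set-26. Of 13940 genes, 9 were higher and 9 lower by the edgeR quasi-likelihood test at a Benjamini-Hochberg rate of 0.05, 8 and 9 of them at least 2-fold, and 1324 lay under an unadjusted p of 0.05. daf-16 stood at 177 ± 3.76 CPM against 375 ± 5.24 CPM (log2 -1.08 ± 0.09, adjusted p = 0.0104), and set-9 (0.11 ± 0.11, adjusted p = 0.781), set-26 (0.05 ± 0.09, adjusted p = 0.893) and glp-1 (-0.01 ± 0.23, adjusted p = 0.992) were not past the threshold. Higher in the triple mutant were pud-3 (3.08 ± 0.27), haf-6 (2.62 ± 0.20, 33.2 ± 2.53 CPM against 5.38 ± 0.340 CPM), the fatty acid desaturase fat-7 (1.43 ± 0.15), pgph-2 (1.34 ± 0.12), the acyltransferase dgat-2 (1.30 ± 0.15), the peroxisomal oxidase acox-1.2 (1.27 ± 0.14), gpdh-1 (1.27 ± 0.15), unc-76 (0.90 ± 0.10) and K12C11.5 (3.63 ± 0.43). Lower were tts-1, a long noncoding RNA (chromosome X, 1504131 to 1504841, -2.64 ± 0.25, 4.29 ± 0.539 CPM against 26.8 ± 3.01 CPM), the alcohol dehydrogenase adh-1 (-2.19 ± 0.22), scpl-1 (-1.37 ± 0.11), daf-16, ent-6 (-2.92 ± 0.29), F17B5.1 (-4.62 ± 0.36), C17E4.20 (0.0306 against 4.90 CPM) and the small nucleolar RNAs F25H2.15 (-4.20 ± 0.31) and F59C6.15 (0.0973 against 364.7 CPM). ent-6, K12C11.5, F17B5.1, C17E4.20, F25H2.15 and F59C6.15 were named after their values were seen. dgat-2, gpdh-1, unc-76 and K12C11.5 lost their calls with total-count scaling. Counts of changed genes were 8 and 9 without glp-1 replicates 1 and 2, 1 without either germlineless set-26 library, 3 without either germlineless daf-16 library, and 36 and 1069 without replicates 1 and 2 of the triple mutant, and DESeq2 called 91 higher and 42 lower.

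Genes induced through DAF-16 fell in the triple mutant relative to germlineless set-26 mutants, with 1 of 27 lower over all genes and 6 adjusted over the list alone. The list's median was -0.55 (camera adjusted p = 5.58e-10, and adjusted p = 0.0493 with an estimated correlation, fry adjusted p = 0.0204). This list alone kept its call with an estimated correlation among the 12 past the set test in this comparison, and across the 6 comparisons 68 calls became 1. Adult-onset genes passed upward, with 0 of 8 past the threshold over all genes and 5 adjusted over the list alone. Their median log2 change was 2.58 (adjusted p = 9.24e-13, and adjusted p = 0.362 with an estimated correlation). Their summed level was 116 ± 41.7 CPM in germlineless set-26 mutants and 733 ± 130.4 in the triple mutant, against 11640.0 ± 3582 in glp-1 and 15439 ± 5655 in germlineless daf-16 mutants (SD, n = 2). Genes repressed through DAF-16 passed upward (4 higher adjusted over the list alone against 0 over all genes, adjusted p = 0.00273, and adjusted p = 0.862 with an estimated correlation), as did innate immunity genes (10 higher and 1 lower adjusted over the list alone, adjusted p = 0.0157, and adjusted p = 0.663 with an estimated correlation). Molting genes (adjusted p = 0.0368), hedgehog-related genes (0.0157), lipid metabolism genes (0.0363) and ribosomal protein genes (9.99e-05) passed upward, and insulin-like peptides (4.65e-05), neuropeptides (7.12e-04), pharynx markers (5.21e-04) and neuron markers (0.0165) downward, each with an adjusted p of 0.964 with an estimated correlation. Without replicate 1 of the triple mutant, whose pharynx markers were low, the medians of neuropeptides and pharynx markers turned to 0.024 and 0.12, and their calls and those of lipid metabolism genes, insulin-like peptides, ribosomal protein genes and neuron markers were lost (adjusted p from 0.602 to 0.714). Innate immunity genes kept theirs there (adjusted p = 0.0384), though their sum was 18981 and 12036 CPM in replicates 1 and 2 of the triple mutant against 11087 and 11848 in germlineless set-26 mutants. Without triple mutant replicate 2 the calls of molting genes (adjusted p = 0.711), hedgehog-related genes (0.506), genes repressed through DAF-16 (0.130) and innate immunity genes (0.160) were lost. Without germlineless set-26 replicate 1 that of lipid metabolism genes was lost (0.114), and without its replicate 2 those of molting genes (0.680), hedgehog-related genes (0.704), innate immunity genes (0.0519) and neuron markers (0.0540). Detoxification genes, not past the set test, had 11 higher and 1 lower adjusted over the list alone.

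Genes that loss of set-26 changed and that loss of daf-16 then changed in the opposite direction numbered 8. None of these reverted genes passed the interaction test of the set-26 effect with and without daf-16 (adjusted p from 0.278 for dgat-2 to 0.649 for gpdh-1), so a need for daf-16 is not shown. adh-1 (log2 2.99 ± 0.23 without set-26, then -2.19 ± 0.22 with daf-16 lost as well) and tts-1 (1.45 ± 0.23, then -2.64 ± 0.25) rose and then fell. pud-3 (-4.50 ± 0.25, then 3.08 ± 0.27), acox-1.2 (-1.81 ± 0.14, then 1.27 ± 0.14), pgph-2 (-1.70 ± 0.12, then 1.34 ± 0.12), gpdh-1 (-1.33 ± 0.15, then 1.27 ± 0.15), dgat-2 (-1.18 ± 0.15, then 1.30 ± 0.15) and fat-7 (-1.10 ± 0.15, then 1.43 ± 0.15) fell and then rose. Of these, pud-3 (1.5 ± 0.18) and gpdh-1 (1.57 ± 0.14) also rose on loss of daf-16 with set-26 present, calls lost without either glp-1 library or either germlineless daf-16 library (adjusted p up to 0.253) and, for pud-3, without either germlineless set-26 library (up to 0.0636). Scaled to total reads on genes, the triple mutant held 3.69 CPM of pud-3 and 14.6 of gpdh-1 against 24.9 and 40.7 in germlineless daf-16 mutants, so both stayed lower on loss of set-26 without daf-16. Independent lists of these sizes would share 0.589 and 1.05 genes. Both comparisons use the germlineless set-26 libraries with opposite sign, and simulated counts that kept the set-26 effects and gave daf-16 none held 0.55 such genes on average, with 0 to 2 in 20 runs. The count was 1 and 2 without glp-1 replicates 1 and 2, 0 without either germlineless set-26 library, 1 without either germlineless daf-16 library, and 21 and 581 without replicates 1 and 2 of the triple mutant, and the call of tts-1 for the set-26 effect was lost without glp-1 replicate 1 or germlineless set-26 replicate 1 (adjusted p up to 0.0536).

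**Figure D3:**
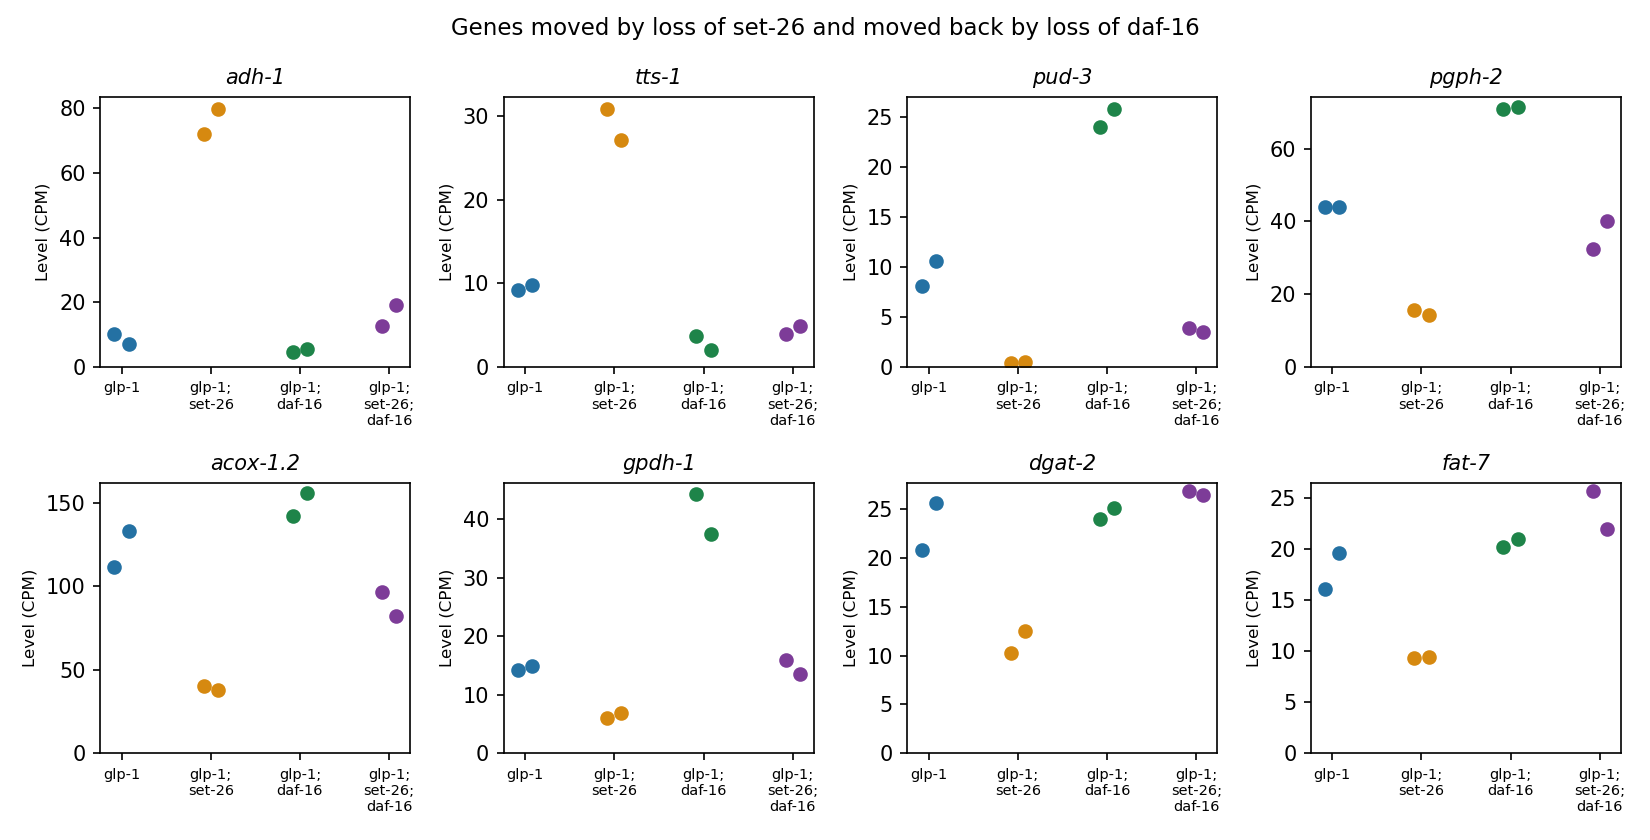
Levels of the 8 genes changed by loss of set-26 and changed back by loss of daf-16 (CPM, linear axes from 0) in each germlineless library, with points for replicates. In TMM-scaled CPM, adh-1 stands at 70.04 ± 3.78 in germlineless set-26 mutants against 8.86 ± 2.0 in glp-1 and 15.4 ± 4.17 in the triple mutant. On the same scale and in the same order, pgph-2 stands at 13.9 ± 1.16 against 45.2 ± 0.810 and 35.1 ± 4.63.

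The comparison of the triple mutant with germlineless daf-16 mutants asks what loss of set-26 does once daf-16 is gone. All 8 adult-onset genes were again lower without set-26, and clc-11, clec-17, pgp-8 and dod-21 were again among the largest rises that the naming rule admits. clc-11 stood at 16.47 ± 4.97 CPM against 0.404 ± 0.102 CPM (log2 5.33 ± 0.32, adjusted p = 5.89e-04), clec-17 at 4.05 ± 0.31, pgp-8 at 3.68 ± 0.24, dod-21 at 3.04 ± 0.32 and srlf-34 (chromosome II, 10312293 to 10312943) at 2.88 ± 0.25. delm-2 (3.66 ± 0.46) and hsp-16.41 (2.69 ± 0.46) lost their calls without either germlineless daf-16 library, at adjusted p up to 0.0758 and 0.124, and rips-1 (2.91 ± 0.31) lost its call without germlineless daf-16 replicate 2, at adjusted p = 0.0516. The assignment of reads among near-identical hsp-16 copies is uncertain. col-119 stood at 0.295 ± 0.244 CPM against 450.3 ± 162 CPM (log2 -10.58 ± 0.63), vit-5 at 3.59 ± 1.53 CPM against 1641 ± 737 CPM (-8.84 ± 0.69), col-19 at -7.87 ± 0.73, col-8 at -7.77 ± 0.58, vit-4 at -7.66 ± 0.61 and ule-5 at -8.27 ± 0.52, while ule-1 had 2 reads against 699 and col-7 2 against 667. set-9 (0.35 ± 0.11, adjusted p = 0.0866) and set-26 (0.20 ± 0.09, adjusted p = 0.176) passed only with total-count scaling, and daf-16 (0.12 ± 0.09, adjusted p = 0.439) and glp-1 (-0.54 ± 0.23, adjusted p = 0.162) did not pass.

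In this comparison 721 genes were higher and 916 lower by the edgeR quasi-likelihood test at a Benjamini-Hochberg rate of 0.05, 11.7% of 13940, with 396 and 332 differing at least 2-fold. Total-count scaling moved the median by 0.17 on the log2 scale and the split to 1674 and 584. Counts were 1007 and 1018 without glp-1 replicates 1 and 2, 1050 and 1030 without germlineless set-26 replicates 1 and 2, 243 and 201 without germlineless daf-16 replicates 1 and 2, and 3122 without triple mutant replicate 2, and 31 of 73 named genes past the threshold stayed past it without each library. Adult-onset genes were 0 higher, 8 lower and 0 not past the threshold of 8. Their median was -7.55 (camera adjusted p = 7.24e-34, and adjusted p = 0.161 with an estimated correlation, fry adjusted p = 0.0175). Collagens were 11 higher, 52 lower and 72 not past the threshold, or 17 and 66 adjusted over the list alone, with col-143 at -7.09 ± 0.51 and 24 and 23 lower without germlineless daf-16 replicates 1 and 2. The members had a median of -0.77 (adjusted p = 3.16e-20, and adjusted p = 0.835 with an estimated correlation). Molting genes were 1 higher, 11 lower and 9 not past the threshold, or 1 and 14 adjusted over the list alone, with 0 lower without either germlineless daf-16 library. Together they had a median of -0.57 (adjusted p = 1.05e-04, and adjusted p = 0.848 with an estimated correlation). Hedgehog-related genes were 5 higher, 13 lower and 44 not past the threshold, or 6 and 18 adjusted over the list alone, with wrt-10 at -1.03 ± 0.12 and 1 lower without either germlineless daf-16 library. The list's median was -0.44 (adjusted p = 0.0169, and adjusted p = 0.956 with an estimated correlation). Major sperm proteins rose (9 higher, 0 lower and 17 not past the threshold, 24 higher adjusted over the list alone and 14 with total-count scaling, median 1.5, adjusted p = 1.07e-10, and adjusted p = 0.848 with an estimated correlation), with 23 higher without triple mutant replicate 1 and 3 without its replicate 2. Other sperm genes rose (4 higher, 1 lower and 35 not past the threshold, or 16 and 1 adjusted over the list alone, median 1.32, adjusted p = 1.15e-05, and adjusted p = 0.956 with an estimated correlation), with 24 and 2 higher without triple mutant replicates 1 and 2. Of these set test calls, that of hedgehog-related genes was lost without triple mutant replicate 1 (adjusted p = 0.236) and that of the other sperm genes without its replicate 2 (adjusted p = 0.0525).

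No other list passed the set test in the triple mutant against germlineless daf-16 mutants, where 2 lists passed by fry. Detoxification genes were 23 higher, 17 lower and 100 not past the threshold, with the cytochrome P450 cyp-33C8 (3.65 ± 0.24), ugt-62 (2.46 ± 0.19) and gst-24 (1.71 ± 0.14) higher and cyp-35A2 (-1.43 ± 0.13) lower. Innate immunity genes were 13 higher, 21 lower and 120 not past the threshold, or 21 higher and 15 lower with total-count scaling, with clec-4 (1.87 ± 0.12) and clec-265 (1.75 ± 0.17) higher and the saposin-like spp-4 (-1.93 ± 0.22) lower. In the germline lists gld-3 (3.42 ± 0.39) and gld-1 (1.74 ± 0.20) were higher and perm-2 (-4.35 ± 0.49) and perm-4 (-2.87 ± 0.34) lower, and the molting regulator nhr-25 stood at 1.41 ± 0.15. The same detoxification and immunity lists were 6 and 5, and 4 and 3, without germlineless daf-16 replicate 1. Pharynx markers had a median of -0.72 with 0 of 14 past the threshold, and this median was 0.034 without triple mutant replicate 1.

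The effects of set-26 loss with and without daf-16 were set side by side, in comparisons that share no library. Of the 913 genes higher and 1626 lower in germlineless set-26 mutants than in glp-1, 384 were also higher and 739 also lower in the triple mutant against germlineless daf-16 mutants, where independent lists would share 47.2 and 107. Across 13940 genes, which are not independent replicates, the log2 changes of these comparisons correlated at r = 0.760 and rho = 0.605, with a slope of 0.756, and r was 0.689 without glp-1 replicate 1 and 0.580 without triple mutant replicate 2. A stage difference shared by both groups without set-26 could give this overlap and r. The genes called in both comparisons numbered 1123, and fewer without each glp-1, germlineless set-26 or germlineless daf-16 library. With total-count scaling 928 were higher and 484 lower in both. Over the 2539 genes called in the former, r was 0.911 and 95.9% had the same sign. Loss of daf-16 changed 4 genes upward and 7 downward both with and without set-26, again with no shared library, where independent lists would share 0.0129 and 0.0278. These 11 genes became 4 and 5 without glp-1 replicates 1 and 2, 1 without either germlineless set-26 library or either germlineless daf-16 library, and 25 and 35 without replicates 1 and 2 of the triple mutant.

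**Figure D4:**
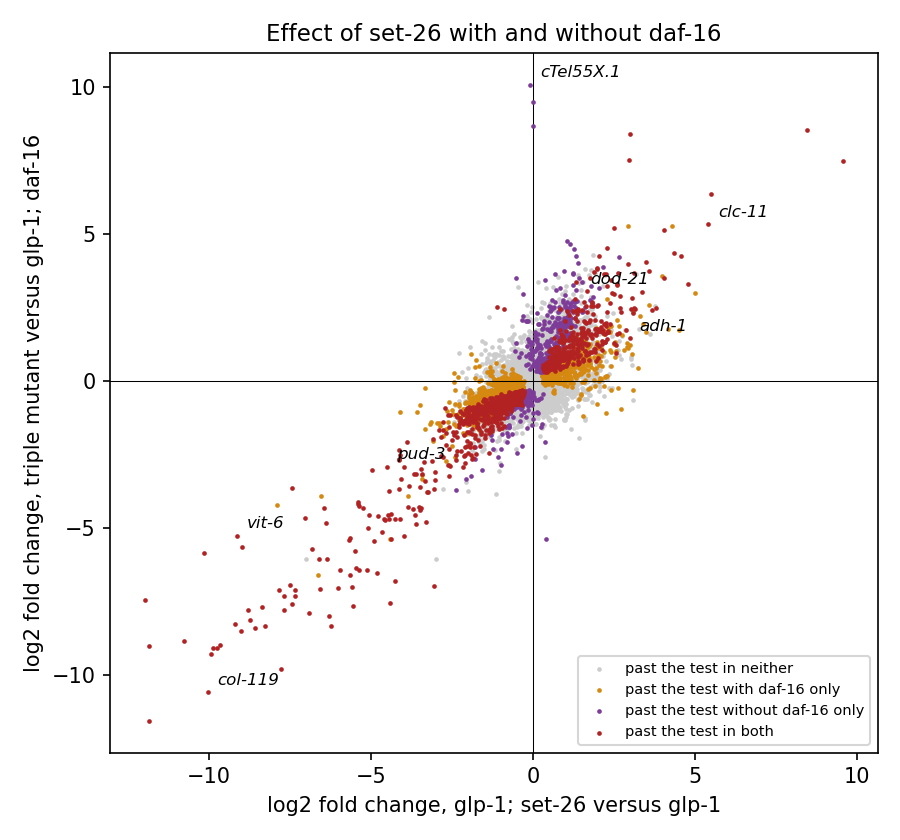
Log2 fold changes on loss of set-26 with daf-16 present (horizontal axis, germlineless set-26 mutants against glp-1) and with daf-16 lost (vertical axis, triple mutant against germlineless daf-16 mutants), with a point for each of 13940 genes. Pearson's r across genes was 0.760 and the slope 0.756, and the adult-onset genes lie at the negative end of both axes.

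The interaction asks whether the set-26 effect differed with and without daf-16. It passed for 4 of 13940 genes, 3 positive and 1 negative, by the edgeR quasi-likelihood test at a Benjamini-Hochberg rate of 0.05, with 1196 genes under an unadjusted p of 0.05. The positive ones were cTel55X.1, WBGene00014774 and WBGene00010213, and the negative was the pseudogene WBGene00007120, all named after their values were seen. The naming rule took 0 genes here, and set-9, set-26, daf-16 and glp-1 had adjusted p of 0.736, 0.663, 0.749 and 0.639. Counts were 2 without each library of glp-1, germlineless set-26 mutants and germlineless daf-16 mutants, and 7 and 978 without replicates 1 and 2 of the triple mutant. Of the 28 lists 13 passed the set test with the preset correlation, 6 upward and 7 downward, and 0 with an estimated one, and 0 passed by fry (smallest adjusted p = 0.350). Calls with the preset correlation were lost without 1 or more of the libraries for major sperm proteins, proliferation and meiosis genes, collagens, genes induced through DAF-16, lipid metabolism genes, insulin-like peptides, neuropeptides, body wall muscle markers and neuron markers, at adjusted p up to 0.912 (major sperm proteins without glp-1 replicate 1). Across the 6 comparisons the median and the set test differed in sign for 1 to 6 lists each, none of them past the test.

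F1 set-9 set-26 and germlineless set-26 mutants were compared with their own controls to ask how far the somatic set-26 effect is seen in worms with a germline. Over 11743 genes tested in both tables, 280 were higher in both comparisons, where independent lists would share 248 (Fisher's exact test, two-sided, p = 0.0102), and 932 were lower in both, where 611 would (p = 3.97e-70). Another 312 were higher in the double mutants and lower in germlineless set-26 mutants, where 509.7 would be, and 252 the reverse, where 297 would be. Across these genes, which are not independent replicates, r was 0.172 and rho 0.241. With the set-26 effect in the absence of daf-16 (the triple mutant against germlineless daf-16 mutants) in place of that in its presence, r was 0.0254 and rho 0.0736, while 276 genes were higher in both, where independent lists would share 203 (p = 4.42e-10), and 535 lower in both, where 352 would (p = 9.08e-38). These 811 genes became 487 and 501 without glp-1 replicates 1 and 2, 525 and 515 without germlineless set-26 replicates 1 and 2, and 82 and 68 without germlineless daf-16 replicates 1 and 2, and total-count scaling gave 847 higher and 250 lower. The number changed alike was 541 and 536 without glp-1 replicates 1 and 2, 583 and 392 without germlineless set-26 replicates 1 and 2, and 2079 and 2086 without replicates 1 and 2 of the triple mutant, against 1212 with all libraries. The adult-onset list did not pass the set test in the double mutants, where some of its members were lower than in wild type. Among its higher members were vit-2 (0.90 ± 0.07), vit-6 (0.61 ± 0.06) and col-19 (0.69 ± 0.07), whereas all 8 fell in germlineless set-26 mutants.

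Germ cells keep most genes of the X chromosome at low levels, so X and autosomes were compared. In F1 set-9 set-26 18.8% of X genes were higher against 40.5% of autosomal genes (odds ratio 0.340, two-sided Fisher's exact test, adjusted p = 1.95e-73), and 58.6% of X genes were lower against 32.7% (odds ratio 2.92, adjusted p = 8.80e-93). In germlineless set-26 mutants 13.3% of X genes were lower against 11.4% (odds ratio 1.19, adjusted p = 0.0305), and the higher genes did not differ (odds ratio 1.05, adjusted p = 0.845). In the triple mutant against germlineless daf-16 mutants 8.43% of X genes were lower against 6.30% (odds ratio 1.37, adjusted p = 0.00181) and 4.03% higher against 5.38% (odds ratio 0.739, adjusted p = 0.0273). Genes are not independent replicates, so these p-values describe the overlap of lists.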

Values the study reported

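The study reported 887 genes up and 946 down in germlineless set-26 mutants relative to glp-1. For the triple mutant relative to germlineless set-26 mutants it reported 164 genes up and 131 down, and it counted 134 genes whose change on loss of set-26 depended on daf-16. For F1 set-9 set-26 relative to wild type it reported 1888 genes up and 1644 down.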

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

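These genes came from the planned test of whether the set-26 effect differs with and without daf-16, and no explanation was tested for them. A difference between groups by that edgeR quasi-likelihood interaction test singled out 4 genes. cTel55X.1 (WBGene00007068, chromosome X, 17714961 to 17718726) had an interaction of 10.15 on the log2 scale (adjusted p = 0.000322), with 41.2 ± 1.76 CPM in glp-1 (SD, n = 2), 38.9 ± 1.76 in germlineless set-26 mutants and 43.3 ± 5.69 in the triple mutant, but 1 read over both germlineless daf-16 libraries against 1949, 1573 and 1362 reads in the others. The pseudogene WBGene00007120 (chromosome V, 20468349 to 20469413) had an interaction of -5.76 (adjusted p = 0.000584), with 183.5 CPM in germlineless daf-16 mutants against 2.67 in glp-1, 3.56 in germlineless set-26 mutants and 4.42 in the triple mutant. WBGene00014774, an identifier without a position in the annotation, had an interaction of 3.33 (adjusted p = 0.00520), with 12.5 CPM in glp-1, 6.75 in germlineless set-26 mutants, 2.25 in germlineless daf-16 mutants and 12.26 in the triple mutant, and it lost its call without each library of glp-1, germlineless set-26 mutants and germlineless daf-16 mutants. WBGene00010213, also without a position, had an interaction of 3.61 (adjusted p = 0.0139), with 9.38, 4.36, 1.38 and 7.85 CPM in the same order, and lost its call without the same libraries. cTel55X.1 and WBGene00007120 stayed past the threshold without each of the 8 libraries, and in both of them the germlineless daf-16 group alone lay apart from the other groups.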

How the results depend on the processing

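Total counts, the crossed block and the pharynx covariate were chosen after seeing the data. F1 set-9 set-26 against wild type stayed within 1.5 times of 9471 genes under every alternative, from 7600 to 10034, and its 126 named calls held except 3 with total counts. The adult-onset list kept its direction and call in both comparisons of set-26 loss under every alternative but an estimated correlation, which left 1 of 68 list calls. Of 5565 alternative values for 359 gene results, 4873 kept direction and side of the threshold, 688 lost the call, 2 gained one and 2 reversed.

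With DESeq2 the germlineless counts were 133 for the triple mutant against germlineless set-26 mutants, 160 for germlineless daf-16 mutants against glp-1, 57 for the interaction and 84 for reverted genes. With no filter they were 768, 612, 793 and 479, with 3116 for the triple mutant against germlineless daf-16 mutants, 1856 shared with F1 set-9 set-26, and r = 0.244 between the set-26 effects, where added genes have few reads by construction. With the exact test they were 179, 195, 81 and 115. Fitting only the 2 groups compared gave 1, 132, 455 for the triple mutant against germlineless daf-16 mutants, and 0 reverted genes, where fewer samples enter the fit. With the pharynx covariate they were 191, 332, 47 and 127, with 4484 for germlineless set-26 mutants against glp-1 and 3204 for the triple mutant against germlineless daf-16 mutants. Beyond what the construction shows, the cause was not tested. Reverted genes were 0 at FDR 0.05 by edgeR when only the 2 groups were fitted, against 718 at an unadjusted p under 0.05 in the fit of all 8 libraries and 84 by DESeq2. As the comparisons share libraries with opposite sign, simulated counts with daf-16 without effect gave 251 genes on average at that unadjusted p (228 to 280 in 20 runs). These counts lacked the wider spread of the triple mutant replicates, so the range is a limited benchmark.

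With 2 replicates per group, same-numbered deviations cannot settle pairing: they correlated across genes from -0.539 to 0.161. With a replicate block the counts were 2, 30, 899 for the triple mutant against germlineless daf-16 mutants, and 0 reverted genes, and crossing the triple mutant's numbers gave 24, 83 and 2201, and 12 reverted genes; the cause was not tested.

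Leaving out a library gave 739 to 4335 genes for germlineless set-26 mutants against glp-1, 1 to 1069 for the triple mutant against germlineless set-26 mutants, 3 to 209 for germlineless daf-16 mutants against glp-1, 201 to 3122 for the triple mutant against germlineless daf-16 mutants, 2 to 978 for the interaction, 0 to 581 reverted genes, 392 to 2086 genes shared with F1 set-9 set-26, and r from 0.580 to 0.791. With fewer samples, a group left with a lone library is assumed to vary like the others. Calls rose most without either triple mutant library, whose replicates differ most, and all 2539 calls of set-26 loss were kept there. Over left-out libraries, list medians in the triple mutant against germlineless set-26 mutants ran from -0.56 to 0.024 for neuropeptides and from -2.18 to 0.12 for pharynx markers, both reversed in the set test without triple mutant replicate 1 (adjusted p = 0.701 and 0.602). In the interaction they ran from 0.055 to 1.01 for major sperm proteins, with the set test reversed without triple mutant replicate 2 (adjusted p = 0.809), and from -0.46 to 0.14 for collagens, with the set test reversed at 0.10 without germlineless set-26 replicate 1 (adjusted p = 0.199). With total counts, set-26 in F1 set-9 set-26 reversed to 0.32 (adjusted p = 0.00348) and daf-16 in germlineless set-26 mutants to 0.15 (adjusted p = 0.260), by the shift of all genes that this scaling makes; the cause of the other reversals was not tested. The shallow wild type libraries limit what is detectable among genes silent there, and folds of 1.5 were rarely recovered in the germlineless design.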

Other observations

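The tests of stage through pharynx markers, of set-26 loss alone, of scaling, of set-26 loss at a matched stage and the 2 tests on genes changed by daf-16 loss were chosen only after the result was seen. The X chromosome carried 16.09 ± 0.0804% of gene reads in wild type (SD, n = 2) and 10.8 ± 0.105% in F1 set-9 set-26, against 16.9% in glp-1, 16.8% in germlineless set-26 mutants, 17.2% in germlineless daf-16 mutants and 16.8% in the triple mutant. Chromosome IV carried 16.3% in wild type and 19.2% in F1 set-9 set-26, and chromosome V 16.9% and 15.3%. The mitochondrial genome carried 1.05 ± 0.0564% in wild type, 0.627 ± 0.000152% in F1 set-9 set-26, 1.25 ± 0.0220% in glp-1, 1.15 ± 0.0768% in germlineless set-26 mutants, 0.861 ± 0.0120% in germlineless daf-16 mutants and 1.07 ± 0.102% in the triple mutant. Histone genes together held 3604 ± 53.7 CPM in wild type, 9825 ± 29.6 in F1 set-9 set-26, 1579.9 ± 17.04 in glp-1 and 2065 ± 39.3 in germlineless set-26 mutants.

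Some sperm transcripts remained in worms without a germline. Of the major sperm proteins 25 exceeded 1 CPM in glp-1, 26 in germlineless set-26 mutants, 23 in germlineless daf-16 mutants and 26 in the triple mutant, against 27 in wild type. Their summed level was 101 ± 35.99 CPM in glp-1, 210.0 ± 9.78 in germlineless set-26 mutants, 71.2 ± 15.97 in germlineless daf-16 mutants and 224 ± 115 in the triple mutant (SD, n = 2), against 414 ± 9.06 in wild type. The triple mutant replicates held 142 and 305 CPM of these genes and 306 and 719 CPM of the other sperm genes, against 480.3 ± 26.3 CPM of the latter in wild type.

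Pharynx markers higher and intestine markers lower in F1 set-9 set-26 than in wild type may reflect unequal tissue shares in each library's RNA. That needs loss of neither paralog. Across 8994 genes outside the germline lists, not independent replicates, the double mutant effect correlated with replicate 2 minus replicate 1 of the triple mutant. These share a genotype in the other table, and r was 0.6135 (rho 0.385). Without pharynx and intestine lists 8973 genes remained, so r = 0.609 adds little. A later stage at harvest stays open. The pharynx median was 0.4952 in germlineless set-26 mutants, where adult-onset genes fell, but that fall is not shown to be one of stage, and the value lies within the replicate differences of these markers (-0.76 in glp-1 and 2.28 in the triple mutant). Oogenesis genes with a median of 2.81, molting genes with a median of -1.65 and 5 of 8 adult-onset genes higher (2 lower) in F1 set-9 set-26 go with a later stage. Loss of set-26 alone stays open as well. The pharynx median in the triple mutant against germlineless daf-16 mutants was at most 0.03449 with or without triple mutant replicate 1, but germlineless daf-16 mutants already held 1801 and 1752 CPM of these markers, above the 1270.0 and 1074 CPM of F1 set-9 set-26. Joint loss of both paralogs stays open and was not tested, since no other group lacks both. Wild type, at 29.4 and 82.8 CPM, held less of these markers than every library of the other groups. Both paralogs are intact in glp-1 (1633 and 916 CPM) and in germlineless daf-16 mutants, so high pharynx markers occurred with both present. These levels come from tables that may be separate experiments.

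Lower adult-onset genes in both germlineless groups without set-26 may come from an earlier stage at harvest or from loss of set-26 at a matched stage. Scaling of the libraries is argued against, since the list's median in germlineless set-26 mutants was -7.468 with total counts. Across other genes the set-26 effect correlated at -0.1699 with the difference of the germlineless daf-16 replicates in the direction of higher adult-onset genes, a value between the bounds set for and against an earlier stage. The effect in the triple mutant against germlineless daf-16 mutants correlated at 0.103 (rho 0.281) with the like difference of the glp-1 replicates. That sign is opposite to that of an earlier stage but cannot decide on it. Pharynx markers were lower on both sides of this correlation, with medians of -0.72 and -0.76. Each replicate difference also rests on a single pair of libraries. The molting genes had a median of -1.13, which leaves stage and genotype together. These explanations cannot be told apart for this list or for other genes changed in both groups without set-26. Adult-onset and molting genes fell together in each, against its control. Adult-onset sums were 19139 ± 2371 CPM in F1 set-9 set-26 and 8796 ± 67.7 in wild type. In the paper vit-1 was lower in fertile set-26 mutants.

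Genes changed in the same direction by loss of daf-16 with and without set-26 numbered 11, and they may reflect loss of daf-16, linked alleles carried by the strains, or both. On the log2 scale, 2 of these genes lay nearer to germlineless daf-16 mutants than to glp-1 in wild type, which keeps daf-16. The other 9, which include daf-16 itself, lay nearer to glp-1. Linked alleles absent from wild type and glp-1 would give the same, so this count does not favor loss of daf-16 over linked alleles. Of the 10 besides daf-16 itself, 8 lie on its chromosome and 5 within 2 Mb of it, 50% against 4.11% of other tested genes (two-sided Fisher's exact test, p = 2.532e-05), which is in line with linked alleles. Among genes changed by loss of daf-16 with or without set-26, 8 of 69 lie within 2 Mb (11.6%, two-sided Fisher's exact test, p = 0.00745). The 11 genes became 1 without either germlineless set-26 library or either germlineless daf-16 library, 4 and 5 without glp-1 replicates 1 and 2, and 25 and 35 without triple mutant replicates 1 and 2. Groups that keep daf-16 disagree at the 2 genes, with haf-6 at 41.1 CPM in wild type, 7.17 in F1 set-9 set-26, 5.24 in glp-1 and 35.9 in germlineless daf-16 mutants, and F59C6.15 at 0.775, 224, 305.1 and 0.309 CPM, for which no explanation was tested.

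In F1 set-9 set-26, 4811 genes were higher and 4660 lower than in wild type. Both are higher than the values quoted from the study above. In germlineless set-26 mutants, 1626 genes were lower than in glp-1. That is higher than the value quoted from the study above. Without 1 library it turned lower, at 712 and 769 without glp-1 replicates 1 and 2 and 870 and 520 without germlineless set-26 replicates 1 and 2. In the triple mutant, 9 genes were higher and 9 lower than in germlineless set-26 mutants. Both are lower than the values quoted from the study above. They were 113 and 66 with the exact test, still lower, and turned higher at 480 and 288 with no filter and at 583 and 486 without triple mutant replicate 2. Genes changed by loss of set-26 and changed in the opposite direction by loss of daf-16 numbered 8. That is lower than the value quoted from the study above. This gap depends on the test, with 84 by DESeq2, 115 with the exact test and 127 with the pharynx covariate, and the count turned higher at 479 with no filter and at 581 without triple mutant replicate 2.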
